A study of Mus musculus with 48 samples.

How the data were processed

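The samples were F123 mouse embryonic stem cells. CpG methylation was measured by bulk WGBS, bulk Methyl-HiC and single-cell Methyl-HiC. The submitters' processing notes name Trimmomatic, Bismark 12.5, Picard, BWA and Juicer and the mouse build mm9, without saying which step used which tool. The merged Methyl-HiC and single-cell tables give, per the file headers, the methylation level of each cytosine of a CpG. It is a percent of the reads over the cytosine, beside the number of reads. These read counts were deposited as whole numbers, and the percent times the count gave a whole number within rounding. The WGBS tables give a fraction of methylated reads per CpG as deposited, beside the counts of methylated and unmethylated reads on each strand. The fraction equalled the ratio of these counts. The loop lists were made by the authors with HiCCUPS on the merged Methyl-HiC contacts and hold observed contact counts and, as an adjusted p-value, the false discovery rate against each local background, up to 0.0999 in the 10-kb list. The read-pair tables deposited by the authors hold 1 line per read pair that joins the anchors of a loop, with the number of CpGs and the methylated fraction on each end. A further deposited table holds, for pairs of windows of 500 bp inside loops, correlation scores between -1 and 1 with a p-value each. How the second of its scores was made is not stated.

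Methylated and total reads were summed over both strands of each CpG on the 19 autosomes and X. Of the table positions, a median of 99.998% and at least 99.044% per table lay on the 21324789 CpG positions of the mm9 reference sequence, and the others were left out. Genes came from a GENCODE annotation of the same build with 22350 protein-coding genes. The replicate of a single-cell comparison was the library, the summed calls of its cells, because cells of a library are not independent. Its level was its methylated over all its calls. The library whose labels conflict was left out of all groups. The 4 in situ Hi-C samples and all contact matrices were not analysed here. Reads on the unmethylated lambda genome stood at 0.908% methylation in primed and 0.894% in naive libraries, where series B held 53 such reads in all, too few for a value of its own, and reads on the mitochondrial genome at 1.250 and 1.231%. Levels are reported without correction for this background.

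Group means were compared with two-sided permutation tests (100000 permutations) at a threshold of 0.05, with Benjamini-Hochberg adjustment over the classes of tiles. Tiles of 1000 bp needed 5 CpG positions and 20 WGBS reads to be classed by WGBS level at 10, 50 and 80%, and were classed by CpG number at 10 and 30 per kb. Bins of 100 kb were tested with a quasi-binomial logistic model per bin and an F test, with the dispersion estimated per bin and not under 1. A bin needed 10 calls in 20 primed and 9 naive libraries. The change relative to the genome used the same model with the logit of each library's own level as an offset. The bins were also tested with limma on logit levels with a prior of 0.5 calls. Promoters ran from 1000 bp before to 500 bp after 1 start site per gene, and needed 5 calls in 10 libraries of each group. Sums over a list needed 10 calls in a library. Tested on simulated data with 22847 bins and a beta-binomial dispersion of 0.01, the model with the offset found 93.9% of bins changed by a log odds of 1.0, 34.3% at 0.5 and 1.49% at 0.25, with 2 false calls among 88. Without the offset it found 95.5, 46.3 and 5.97%, with 7 false calls among 105. The simulated bins had a median dispersion of 1.76, against 2.03 with and 3.16 without the offset in the tested bins, so these shares are for less noisy data. Unchanged simulated bins had a median log odds of -0.0035 with and -0.000805 without the offset. In the tested bins it was -0.0990 and -1.742. False calls from an offset that is not centred on the bins were therefore not measured. With the coverage of the 692 promoters, the model found 12.1% of changes of 1.0 without and 3.03% with the offset, so most promoter changes of this size were out of reach. Bins are neighbours on chromosomes and are not independent of each other.

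The comparison of Methyl-HiC and of the single-cell pool with WGBS used bins with at least 100 reads and CpG positions with at least 10 reads. Intervals of single levels are 95% Wilson intervals. Flanks of an anchor were bins of the same width, 2 widths away on both sides, that hold no anchor. The 10-kb loops were the main set. For the concordance of anchors, each with at least 20 WGBS reads, 1000 control sets moved every loop by a random offset on its chromosome. The interval of the read-pair correlation came from 200 resamples of the loops, and the correlation within loops was set against 999 shuffles of the partners. Anchors were said to share sequence when they had 200 or more words of 36 bases in common. Bins with over 10 times the median reads per CpG were left out where stated.

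The groups, the comparisons, their tests, the gene lists and most alternatives were chosen before the data were examined. Bins were named by a rule: of those past the threshold relative to the genome with at least 1000 calls in each group, 472 in number, the 10 with the largest rise and the 10 with the largest fall, of which 1 is not reported here. Each chromosome was named once, and of the loops with at least 30 read pairs the 10 with the highest and the 10 with the lowest correlation. Promoters named outside the lists, and list members named from the setting of 1 call in 8 libraries, were chosen after their values were seen. The lists were 18 imprinted genes, 13 pluripotency genes, 10 genes of the post-implantation epiblast, 13 germline genes, 10 lineage regulators, 10 markers of feeder fibroblasts and 10 housekeeping genes. The annotation held no gene under the names Kcnq1ot1, Peg13, Tfcp2l1, Oct6 (another name of Pou3f1) and Sox1. Alternatives were primed libraries of series C only, the unassigned library counted as naive, each CpG position once per cell, the mean of the cells' own levels, other coverage minimums, tile and bin sizes, promoter windows, loop resolutions, flank distances and false discovery rates, and each WGBS replicate left out. Versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.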

Results

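DNA methylation was measured in F123, an embryonic stem cell line from a cross of Mus musculus castaneus and S129/SvJae mice. The main assay was Methyl-HiC, in which the DNA of a chromosome conformation library is treated with bisulfite, so that a read pair carries both a contact and the methylation of its ends. The series held 48 samples. In bulk, 4 Methyl-HiC replicates entered 1 merged table, 2 whole-genome bisulfite sequencing (WGBS) replicates had a table each, and 4 in situ Hi-C replicates were not analysed here. Single-cell Methyl-HiC gave 26 libraries with 103 cells titled primed, grown in serum and LIF, and 11 libraries with 43 cells titled naive, grown in 2i and LIF. A further library of 4 cells, whose title says naive and whose culture label says serum and LIF, was placed in no group. The growth protocol names KSR medium for all 48 samples, beside a culture label of serum and LIF or of 2i and LIF, and groups follow the culture label. Primed cells held a median of 508437 CpG calls, from 174689 to 2561479, where a call is 1 read over 1 CpG. Naive cells held a median of 407739 calls, from 232467 to 665273. Primed libraries held 941014 to 6435539 calls and naive libraries 1349146 to 2104773. WGBS replicate 1 held 70493796 reads over CpGs, replicate 2 held 129324169, and the merged Methyl-HiC table held 265552423.

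The title of the series names long-range concordance of methylation and changes of chromosome conformation, and the labels set primed against naive cells. The naive libraries had a much lower CpG methylation level than the primed libraries. It fell from 61.6% ± 6.78 (SD, n = 26) to 22.2% ± 5.56 (SD, n = 11), and no library of one group reached the range of the other: the lowest primed library lay at 45.5% and the highest naive library at 32.0%. Single cells overlapped, with primed cells from 18.2 to 79.7% and naive cells from 7.03 to 57.9%. The mean fell by 39.4 percentage points (two-sided permutation test, p = 1e-05, the smallest that the 100000 permutations can give). The labels name no cultures, so this p and those that follow measure the spread between libraries, which may be technical. The numbers in the library names form 3 series of primed cells, here called A, B and C, and another of naive cells. Each series holds libraries of 1 group only, so library series and group cannot be told apart. The library placed in no group, with a culture label of serum and LIF, carries the number of the naive series. Within the primed group, the mean level was 57.9% ± 2.45 (SD, n = 9) in series A. It was 59.2% ± 3.35 (SD, n = 5) in series B and 65.3% ± 8.23 (SD, n = 12) in series C.

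**Figure D1:**
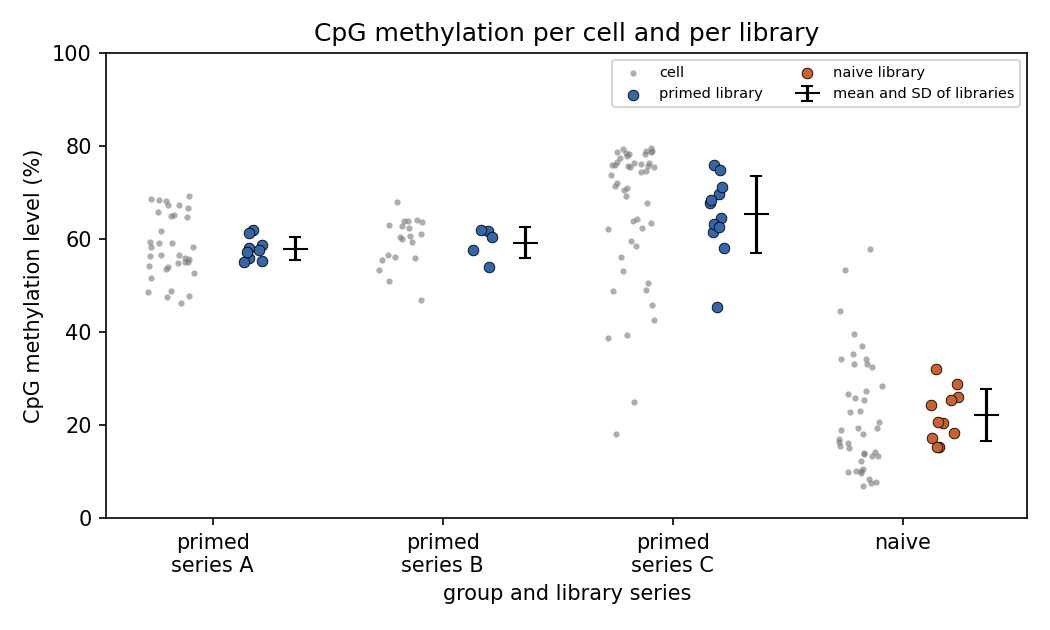
CpG methylation level (%) on the vertical axis of each single cell (grey points) and of each library (coloured points, the summed calls of its cells), by group and library series on the horizontal axis, with the mean and SD of the libraries beside them. The naive libraries lie between 15.2 and 32.0% and the primed libraries between 45.5 and 76%.

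Methylation fell in every class of sequence, whether classed by its level in bulk WGBS or by its density of CpGs. In 1-kb tiles at 80% or more in WGBS the level fell from 77.5% ± 6.59 to 31.9% ± 7.17 (SD, n = 26 and 11 libraries here and in the other classes). Tiles at 50 to under 80% fell from 68.2% ± 8.01 to 23.6% ± 6.13, and tiles at 10 to under 50% from 26.6% ± 7.34 to 6.83% ± 2.17. Tiles under 10% in WGBS, which are already nearly free of methylation in serum, fell from 2.36% ± 0.555 to 1.31% ± 0.161. Sequence dense in CpGs, with 30 or more per kb as in CpG islands, fell from 11.1% ± 2.64 to 4.31% ± 0.992. The levels of this class depended on the tile size, and in 500-bp tiles it fell from 20.5% ± 3.99 to 7.68% ± 1.855. Sequence with 10 to 29 CpGs per kb fell from 66.2% ± 7.55 to 24.1% ± 6.05, and sequence with under 10 from 70.9% ± 7.69 to 25.6% ± 6.29. Each of these differences had an adjusted p of 1e-05 (two-sided permutation tests, Benjamini-Hochberg adjusted over the classes of each scheme, from the smallest p the permutations can give). The distance between the highest and the lowest WGBS class fell by 44.6 points (permutation test, p = 1e-05). Which class fell most depended on the scale and the primed libraries: in points it was the highest WGBS class, in proportion to the primed level it was the class at 10 to under 50%, and against series C alone the class at 50 to under 80% fell by 49.4 points and the highest by 48.2 points. The classes held 469737, 1074578, 96296 and 22688 tiles, from the highest WGBS class to the lowest.

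**Figure D2:**
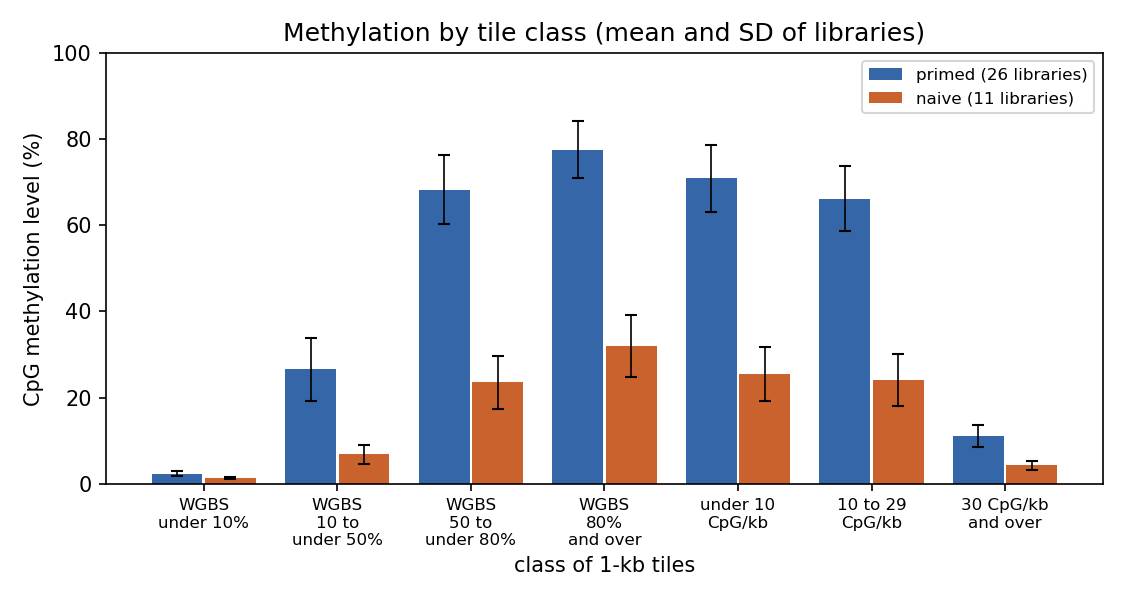
CpG methylation level (%) on the vertical axis of primed (26 libraries) and naive (11 libraries) cells in 1-kb tiles, classed on the horizontal axis by bulk WGBS level and by CpG number per kb; bars are means over libraries and error bars are SD. The level falls from 77.5 to 31.9% in the highest WGBS class and from 2.36 to 1.31% in the lowest.

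All chromosomes had lower levels in naive libraries. Chromosome 11 kept the smallest part of its primed level, 34.03%, and X the largest, 39.7%. Chromosomes 4, 5, 7, 8, 15, 16, 17 and 19 kept 34.2 to 35.5%, chromosomes 1, 2, 6, 9, 10, 12, 13, 14 and 18 kept 36.3 to 37.5%, and chromosome 3 kept 38.2%. The X chromosome went from 61.7% ± 7.04 to 24.5% ± 5.36 (SD, n = 26 and 11). Relative to the autosomes of the same library, X lay 0.182 points ± 2.06 higher in primed and 2.40 points ± 1.81 higher in naive libraries. This difference rose by 2.22 points (two-sided permutation test, p = 0.0035). Against the primed libraries of series C alone it was 1.17 points and did not pass the threshold (permutation test, p = 0.194). Chromosome 6 held 1.37 and 1.39 times the share of calls of the naive pool in the primed libraries of series A and B, and 0.968 times in series C.

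The fall covered almost the whole genome: 22840 of 22847 tested bins of 100 kb fell and no bin rose past the threshold (quasi-binomial F test, Benjamini-Hochberg adjusted p under 0.05; 22840 bins had an unadjusted p under 0.05, and limma called 22836 lower and 0 higher). The median bin fell by 39.5 points, with 5th and 95th percentiles of -47.09 and -27.99 points. Measured against the change of the genome as a whole, 1078 bins differed, of which 147 lost less methylation than the genome and 931 lost more. The median bin itself lay at a log odds of -0.0990 on this scale, and at -0.169 against series C alone, so the reference is not centred on the bins and favours calls of more loss. On the same scale limma called 1801 bins, 261 that lost less and 1540 that lost more, and 298 of 2568 bins of 1 Mb passed, 87 that lost less and 211 that lost more.

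Among the bins that lost less were those of the Hoxd cluster, whose genes are transcription factors that pattern the body axis. The named bins of this kind had WGBS levels of 19.6 to 50.9%, except Slc41a2 (72.7%) and the bin without a gene (76.6%). Bins not past the threshold had a median of 71.4%. Of 67 promoters higher on this scale, 52 were under 5% in both groups. A bin with much such sequence may seem to lose less without a change of its own, which was not tested. The bin from Hoxd13 to Hoxd4 (build mm9, chromosome 2, 74500001 to 74600000) went from 10.6 to 5.70%, 0.989 ± 0.147 (SE) higher in log odds than the genome-wide change. The neighbouring bin with Lnp and Evx2 (74400001 to 74500000) went from 28.9 to 14.9%, 0.805 ± 0.146 higher. The bin of Pax6, a transcription factor of eye and brain development, and Elp4 (chromosome 2, 105500001 to 105600000) went from 29.9 to 15.0%. The bin of Axin2, a negative regulator of Wnt signalling (chromosome 11, 108800001 to 108900000), went from 44.9 to 29.7%, 1.00 ± 0.129 higher. The bin of Cr2, a complement receptor (chromosome 1, 197000001 to 197100000), went from 20.8 to 12.7%, the strongest relative rise of the named bins at 1.03 ± 0.232. The bin with Spry4, an inhibitor of growth factor signalling, and Arhgap26 (chromosome 18, 38700001 to 38800000) went from 31.4 to 17.2%. The bin with Filip1l (chromosome 16) went from 31.4 to 17.3%, the bin with Slc41a2 (chromosome 10) from 59.4 to 37.1%, and a bin of chromosome 10 without an annotated gene (125900001 to 126000000) from 73.6 to 50.3%. The Axin2 and Filip1l bins each hold an anchor of a long loop, of 4940 and 21410 kb. The ends of the read pairs had mean levels of 1.78 and 2.13% in the first loop and 1.56 and 1.35% in the second. Reads placed on the wrong copy could join bins so far apart, and whether such reads shape these bins was not tested.

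The named bins that lost most relative to the genome held 1 or 2 genes each. The bin of Rapgef1, a guanine nucleotide exchange factor (chromosome 2, 29500001 to 29600000), went from 63.9 to 12.4%, a log odds of -0.865 ± 0.151 (SE) relative to the genome-wide change. Sgms1, a sphingomyelin synthase (chromosome 19, 32200001 to 32300000), went from 64.01 to 13.3% (-0.817 ± 0.121). Arid1b, a subunit of the BAF chromatin remodelling complex (chromosome 17, 5200001 to 5300000), went from 73.6 to 19.9% (-0.729 ± 0.0888). Myst4, a histone acetyltransferase, and Dupd1 (chromosome 14, 22400001 to 22500000) went from 62.7 to 13.1%. Dst, which links parts of the cytoskeleton, went from 54.1 to 9.59%, and Med27, a subunit of Mediator, from 69.7 to 17.1%. The bins of Rell1, Map4k3, Rai14 and of Mrps28 with Tpd52 reached 8.30 to 15.5% in naive cells. The named bins held at least 1000 calls in each group, and their adjusted p lay between 1.81e-06 for Arid1b and 0.0339 for Spry4. Bins that lost less had a median WGBS level of 66.0% and included 11 on X, and bins that lost more had a median of 74.5% and included 5 on X.

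**Figure D3:**
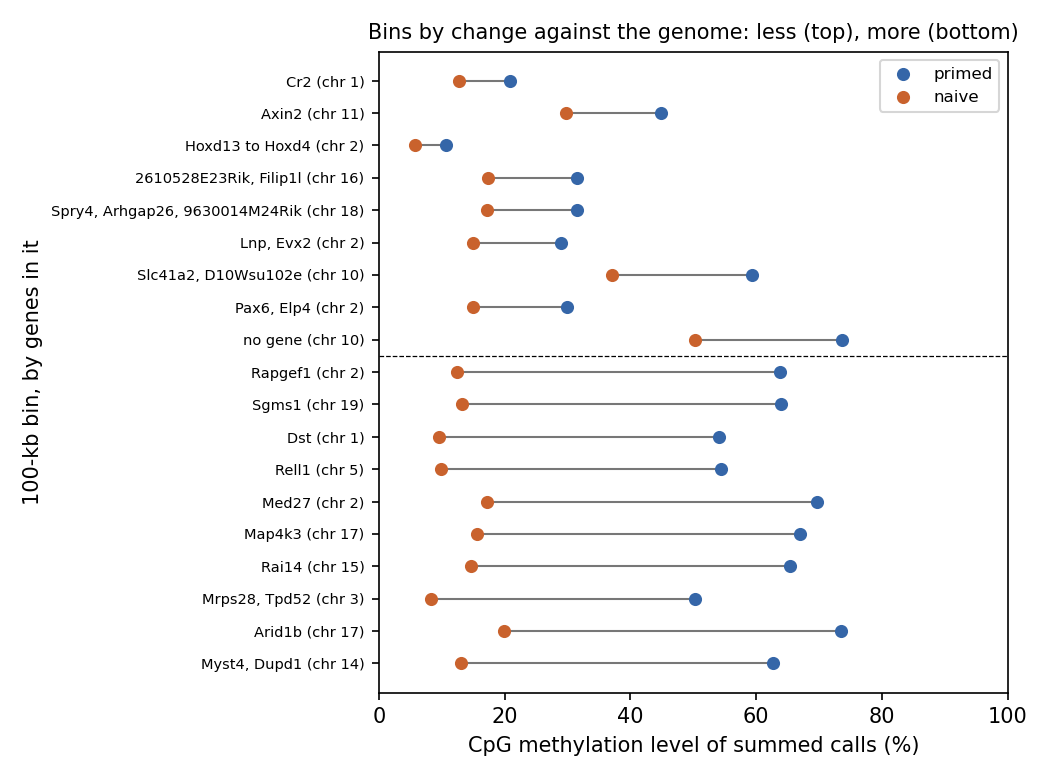
CpG methylation level (%) on the horizontal axis of the summed calls of primed (blue) and naive (orange) libraries in 19 named bins of 100 kb on the vertical axis, given by their genes and chromosome. Bins above the dashed line lost less methylation than the genome as a whole (Axin2 from 44.9 to 29.7%) and bins under it lost more (Arid1b from 73.6 to 19.9%).

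At promoters, low coverage left 692 of 22350 protein-coding genes to be tested, of which 34 fell and 1 rose (adjusted p under 0.05 over all promoters tested; 120 had an unadjusted p under 0.05). The neighbours Sp140 and Sp110, nuclear body proteins, fell from 67.2 to 26.4% (log odds -1.74 ± 0.154, SE, adjusted p = 1.3e-11) and from 57.9 to 29.4% (-1.20 ± 0.158, adjusted p = 2.66e-07). Cwc22, a splicing factor, fell from 39.6 to 15.6%, Dnahc10, an axonemal dynein chain, from 31.8 to 8.62%, and Pgam5, a mitochondrial phosphatase, from 20.1 to 3.53%. The promoter that rose was that of Lonp1, a mitochondrial protease, from 0.444% of 675 calls to 3.42% of 263 calls (adjusted p = 0.0431). Of the 35 promoters, 13 lay in 100-kb bins with over 10 times the median read depth, such as Gm10800, and 5 were under 5% in both groups. Measured against the genome-wide change, 67 promoters were higher and none lower (163 had an unadjusted p under 0.05), of which 52 were under 5% in both groups and 13 lay in the bins of high depth. The median of all tested promoters lay at a log odds of 1.12 on this scale, so the reference is far from the promoters and favours calls of higher. The remaining ones were Sp110 (0.4925 ± 0.11, SE) and Oasl1, an interferon-induced gene, which went from 45.4 to 28.4% (0.9545 ± 0.235), and both lay under that median. With 1 call in 8 libraries, 51 promoters were higher and 3 lower. The number of promoters past the threshold depended on the coverage asked for: with 1 call in 8 libraries of each group, a setting chosen after seeing the data, it was 1201 of 9462. In a wider window of 2000 bp before to 1000 bp after the start site it was 382 of 2227, with 32 higher relative to the genome.

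Of the 7 gene lists, 2 members had enough calls for the main test: the imprinted gene Rasgrf1, at 1.34% in primed and 1.22% in naive cells, and the epiblast transcription factor Pou3f1, at 1.07 and 0.946%. Neither passed, over all promoters or adjusted over the list alone. In the wider window 2 of 10 tested members fell over all promoters, with 1 of 10 higher relative to the genome, and with 3 calls in 8 libraries, a setting chosen after seeing the data, 1 of 22 passed. With 1 call in 8 libraries, also chosen after seeing the data, 48 members were tested and 5 fell, over all promoters. They were the pluripotency genes Esrrb (58.2% of 79 calls to 4.17% of 24 calls, adjusted p = 0.016) and Dppa3 (41.2% of 170 calls to 9.76% of 41 calls, adjusted p = 0.0273) and the germline genes Hormad1 (26.9 to 4.52%), Tex101 (60.9 to 16.4%) and Dpep3 (68.4 to 25.2%), with 155, 61 and 103 naive calls. Over all its annotated start sites, Esrrb stood at 14.4% of 989 primed calls and 2.96% of 338 naive calls, which was not tested. Adjusted over the list alone, 2 of 10 pluripotency genes and 4 of 10 germline genes fell, the fourth being Stk31 (14.7 to 1.27%), and 1 of 6 lineage regulators, Hand1 (22.5 to 3.23%). None of 11 imprinted, 5 post-implantation epiblast and 6 housekeeping genes did. Relative to the genome-wide change and adjusted over the list alone, 2 genes were higher: the imprinted gene Nnat (13.7 to 21.4%, adjusted p = 0.00886) and Sox2 (0.787 to 2.68%, adjusted p = 0.0116). Over all promoters their adjusted p was 0.074 and 0.0809, and the median of all promoters tested at this setting lay at a log odds of 0.576.

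Summed over the promoters at all annotated start sites of a list, a unit chosen after seeing the data, the germline genes fell from 38.2% ± 18.6 to 12.6% ± 5.15 (SD, n = 26 and 11 libraries for this and the other lists; permutation tests, adjusted p = 0.000198). The markers of feeder fibroblasts fell from 32.3% ± 11.6 to 10.2% ± 5.87 (adjusted p = 2.33e-05), and the imprinted genes from 23.6% ± 7.98 to 11.0% ± 4.24 (adjusted p = 2.33e-05). The pluripotency genes fell from 8.82% ± 4.34 to 1.48% ± 1.19 (adjusted p = 2.33e-05) and the housekeeping genes from 7.12% ± 3.15 to 2.29% ± 1.24 (adjusted p = 7e-05). The post-implantation epiblast genes fell from 13.8% ± 5.93 to 5.10% ± 2.58 (adjusted p = 7e-05), a call that ended when a single start site per gene was used (3.90 to 1.60%, permutation test, adjusted p = 0.238) but not in the wider window (4.98 to 2.12%, permutation test, adjusted p = 0.00728). Over all start sites, Dnmt3a went from 30.6 to 10.6% and Dnmt3b from 28.45 to 10.2%. The other members found stood at 6.25% or less in primed cells and lower in naive cells, except Lef1. It stood at 0.826% of 605 primed calls and 2.84% of 176 naive calls. Single members were not tested over all start sites, so none of them is called changed on this unit. The lineage regulators stood at 6.77% ± 3.24 and 4.48% ± 3.87 and did not pass (adjusted p = 0.0734), but did pass in the wider window (8.75 to 5.14%, permutation test, adjusted p = 0.011).

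Primed and naive libraries did not differ measurably in how much their levels varied. The mean distance from the group median was 5.01 points ± 4.47 (SD, n = 26) in primed and 4.54 points ± 3.23 (SD, n = 11) in naive libraries (two-sided permutation test, p = 0.758). In series C alone it was 6.02 points ± 5.37 (SD, n = 12), which did not pass against naive libraries either (permutation test, p = 0.477). Series A and B were not tested alone. With the library of conflicting labels counted as naive, the difference turned and the naive libraries lay 0.285 points further from their median (permutation test, p = 0.846).

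The bulk tables allow the methylation levels of the combined assay to be set beside those of WGBS on cells with the same culture label. The merged Methyl-HiC table had a level of 56.7% (95% Wilson interval 56.67 to 56.68%), against 69.7% (69.71 to 69.73%) and 68.4% (68.38 to 68.39%) in WGBS replicates 1 and 2. These intervals cover counting error only. Methyl-HiC minus the summed WGBS replicates was -12.2 points, larger than the 1.33 points between the WGBS replicates. It was lower in 24406 of 25451 bins of 100 kb. Sequence with 30 or more CpGs per kb stood at 9.28% in Methyl-HiC and at 18.1 and 20.2% in the WGBS replicates, and sequence with under 10 CpGs per kb at 66.1% against 74.8 and 72.3%. Across bins, which are not independent replicates, Pearson's r was 0.854 between Methyl-HiC and WGBS and 0.950 between the WGBS replicates. Across 4694099 CpG positions with at least 10 reads in both, r was 0.694 and the mean difference was -12.01 points. Between the WGBS replicates r was 0.728 across 99511 positions with at least 10 reads in both, a different set. At 5 reads it was 0.597, against 0.713 for Methyl-HiC and WGBS. At 20 reads it was 0.960 across 8505 positions, against 0.680 across 164361. These Methyl-HiC values are for the summed WGBS replicates. Against WGBS replicates 1 and 2 singly, Methyl-HiC had r = 0.619 and 0.645 at 5 reads and 0.640 and 0.630 at 10 reads. At 20 reads it was 0.825 and 0.703, across 2227 and 12434 positions. The Methyl-HiC table merges its replicates, so no spread between them could be measured.

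The summed calls of the primed single cells also stood under bulk WGBS of the same culture label, but not those of each cell or library. They gave 59.7%, -9.16 points from the WGBS level of 68.9%, with r = 0.864 across 25217 bins. The primed libraries of series C alone gave 64.7%, or -4.11 points, while the median of their 48 cells was 73.0% and their highest library stood at 76%. The naive pool, at 22.2%, had r = 0.720 with serum WGBS across 24598 bins.

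Loop anchors were less methylated than nearby sequence in every primed library. The loops were called by the authors on the merged Methyl-HiC contacts, and 6620 anchors of 10 kb were compared with 12056 flanking bins of the same width. Anchor minus flank was -4.44 points ± 1.01 (SD) in primed libraries, with 26 of 26 under 0, and 0.519 points ± 0.970 in naive libraries, with 4 of 11 under 0. The group difference was 4.96 points (two-sided permutation test, p = 1e-05, the smallest the permutations can give). The sign in naive libraries depended on 5 anchors and 5 flanks with over 10 times the median read depth. Without them, an alternative chosen after seeing the data, anchors lay under their flanks by -3.23 points ± 0.435 in primed libraries (26 of 26) and -1.33 points ± 0.214 in naive libraries (11 of 11), and the group difference was 1.90 points (permutation test, p = 1e-05). On this set the deficit as a percent of the flank level, a scale chosen after seeing the data, went the other way, at -5.46% ± 0.755 in primed and -6.62% ± 1.03 in naive libraries (permutation test, p = 0.00061). With loops of 25 kb and all bins, naive anchors lay at -1.63 points ± 0.352 (11 of 11) and the group difference was 1.99 points. In bulk, anchors lay under their flanks by -0.551 and -2.23 points in the WGBS replicates and by -3.42 points in Methyl-HiC. Without the deep bins these were -3.08, -2.90 and -3.38 points. The mean of both WGBS replicates went from -1.39 points to -0.0600 points with 5-kb loops, where replicate 1 turned to 1.18 points and replicate 2 lay at -1.30 points, and to -3.29 points with 25-kb loops. With 2 WGBS replicates an exact sign test gives p = 0.5 at the least.

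**Figure D4:**
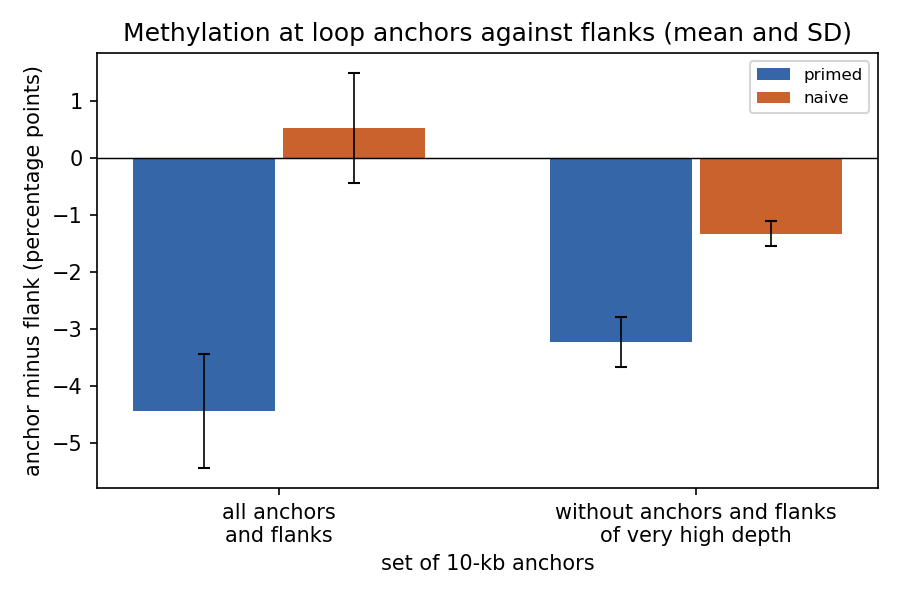
Methylation at 10-kb loop anchors minus flanks (percentage points) on the vertical axis in primed (26) and naive (11) libraries, with all anchors and flanks and without those of very high depth on the horizontal axis; bars are means over libraries and error bars are SD. Primed libraries lie at -4.44 and -3.23 points, and naive libraries at 0.519 and -1.33 points.

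The anchors of a loop had more similar methylation than other pairs of bins at the same distance. Over 3432 loops of 10 kb, the WGBS levels of both anchors correlated with Pearson's r = 0.350 across loops, which are not independent replicates. In 1000 sets of control pairs on the same chromosomes at the same distances, r had a median of 0.106 and reached 0.168 at most (one-sided p = 0.001, the smallest that 1000 sets can give). In the merged Methyl-HiC table r was 0.400, against 0.188 at most in controls.

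On single read pairs that join the anchors of a loop, methylation of one end went with that of the other. The deposited 10-kb table held 20917 such pairs over 2350 loops, with r = 0.195 between the ends (95% interval from resampling loops 0.164 to 0.241). Both ends were on the same side of 50% methylation in 59.4% of pairs, where independent ends would give 49.99%. Within loops, so that differences between loops cannot contribute, r was 0.101, and shuffles of the partners within each loop reached 0.0307 at most (one-sided p = 0.001). Both ends of a true contact come from 1 cell, and single primed cells differed in level with an SD of 11.8 points. The shuffles mix cells, so differences between cells may contribute to this r. Their share was not tested, since no read pairs outside loops were compared. The correlation did not rise steadily with loop length: it was 0.153 for loops of 50 to 90 kb, 0.142 for those of 100 to 440 kb and 0.284 for those from 450 kb. Without loops over 2 Mb, an alternative chosen after seeing the data, r over all remaining pairs was 0.150. Among the 42 loops with at least 30 pairs, the median r was 0.0837 and 28 loops lay above 0. The highest was a loop on chromosome 5 between 110020001 to 110030000 and 147070001 to 147080000 near Cdk8, a kinase of the Mediator complex, with r = 0.885 over 197 pairs at mean levels of 0.508 and 1.11%, where 1 pair had methylation on both ends. It was followed by a loop of chromosome 16 between Kpna1, an importin, and Filip1l (r = 0.659, 32 pairs) at mean levels of 1.56 and 1.35%, where 1 pair had methylation on both ends. Next came 2 loops on chromosome 11 that share the anchor 103930001 to 103940000 (r = 0.630 and 0.508), at mean levels of 1.78 to 3.49%, with 7 of 73 and 2 of 38 pairs methylated on both ends. These values of r rest on few methylated reads. The other high ones included loops at Zfp934 on chromosome 13 (r = 0.461), at Klf9 on chromosome 19 (r = 0.370) and at Clstn1 on chromosome 4 (r = 0.331), with the remaining ones on chromosomes 2, 16 and X at 0.506, 0.486 and 0.378. The lowest were a loop on chromosome 4 between 145710001 to 145720000 and 147100001 to 147110000 (r = -0.304, 30 pairs), the pair Apol11a and Apol11b on chromosome 15 (r = -0.156) and a loop at Btn1a1 on chromosome 13 (r = -0.123). The Klf9 loop had 2 of 33 pairs methylated on both ends, and the Btn1a1 loop had 1 of 34 pairs methylated on its second end and 0 on both, so these values rest on few methylated reads too. The other low ones lay between -0.0853 and -0.0353, 3 of them with 0 pairs methylated on both ends, with Cklf and Cmtm1 on chromosome 8 at -0.0656 and Flt4 on chromosome 11 at -0.0602. Most read ends held few CpGs, with a median of 1 per end. The loops of 10 kb spanned 50 kb to 173700 kb, and in 678 of 3436 loops both anchors shared sequence, against 55 of as many control pairs.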

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

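The tests of anchors and flanks without bins of very high depth, on the log-odds scale, as a percent of the flank level and against 1 library series, and all tests of read depth per chromosome, were chosen only after the result was seen.

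Loop anchors differed between the groups: anchor minus flank was 4.96 points higher in naive than in primed libraries, and anchors lay above their flanks in most naive libraries. A few bins of very high depth may account for the sign in naive libraries, since without them the naive mean was -1.33 points and 11 of 11 libraries lay under 0. The same bins cannot be the whole cause of the group difference, which stayed at 1.90 points without them (permutation test, p = 1e-05). A compression that keeps differences in log odds would leave none on that scale, where 0.0506 ± 0.00543 (SE) remained without the deep bins. Compression in proportion to the level would leave none as a percent of the flank level. On the same bins, naive minus primed was -1.16 ± 0.345 (SE) on that scale. This remainder was negative, so proportional compression may account for the rise in points but not for the whole pattern. Against the primed libraries of series C alone, without the deep bins, the difference was 1.97 points, but batch and group cannot be told apart, since each library series holds 1 group, so the growth condition stays an open and untested explanation.

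Read depth per chromosome, which no comparison uses, stood out on chromosome 6: its share of calls was 1.37 times that of the naive pool in series A and 1.39 times in series B, but 0.968 times in series C. It was not a matter of a few deep bins, since 94.6% of its 1-Mb bins lay above 1.1 times the naive pool, nor of CpG density, since bins of other autosomes with the same CpG numbers had a median ratio of 1.00. Against the naive median, the median cell of both series had a ratio of 1.43, where 3 copies against 2 would give 1.46. A candidate explanation is therefore an extra copy of chromosome 6 in cells of these series. On the same scale, the median ratio was 0.995 in the 48 cells of series C. However, 5 of 43 naive cells, which are part of this reference, lay between 1.375 and 1.447. No biological explanation from the design was tested, since the labels give these series no group of their own.

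On chromosome 8, the merged Methyl-HiC table held 1.40 times the depth of WGBS replicate 1. On chromosome 14 from position 33000001 on, the primed libraries of series A and B had a median depth ratio of 0.737 to the naive pool, against 0.976 before it. This mixes different cells. Against the naive median, 18 of 35 in series A and 12 of 20 in series B lay under 0.75. Their median was 0.513, and the others lay between 0.932 and 1.051. The X chromosome minus the autosomes differed by 2.22 points between naive and primed libraries (permutation test, p = 0.0035), but by 1.17 points against series C alone, which did not pass (permutation test, p = 0.194).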

How the results depend on the processing

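Of 140 alternatives over 25 results, 118 were the same as the main result, and 22 of the 140 were chosen after seeing the data. The same meant the direction and the side of the threshold, or a value within the spread. For counts of bins and promoters it meant a similar count. Relative to the genome, 1333 bins with the unassigned library counted as naive were held similar to 1078, and 1801 with limma were not. The fall of the global level, of each WGBS and density class and of the bins kept its direction and its side of the threshold under each alternative run. In the class with 30 or more CpGs per kb its size depended on the tiles. It was -12.9 points in 500-bp tiles (20.5 to 7.68%), against -6.75 points in 1-kb tiles. No paired analysis was possible because the Methyl-HiC replicates are merged in 1 table and the titles of single-cell libraries give ranges of cells, not replicate numbers. Some of the 118 could not have come out otherwise. Leaving out cells under 100000 CpG positions removed no cell. The level difference of -12.2 points between Methyl-HiC and WGBS does not depend on the bin size. Against primed libraries of series C alone, the X chromosome relative to autosomes no longer passed (1.17 points, permutation test, p = 0.194), the promoters past the threshold relative to the genome were 32 of 126, where fewer were tested, and the primed pool lay -4.11 points from WGBS. With the unassigned library counted as naive, the difference in spread turned to 0.285 points (permutation test, p = 0.846). The bins past the threshold relative to the genome were 298 of 2568 in 1-Mb bins, where fewer were tested, and 1801 with limma. The promoters past the threshold were 382 of 2227 in the wider window, with 32 relative to the genome, and 1201 of 9462 and 231 of 5228 with 1 and 3 calls in 8 libraries, settings chosen after seeing the data. Without 1 WGBS replicate, the correlation of the primed pool with WGBS was 0.850 to 0.863, and that of Methyl-HiC with WGBS across CpG positions 0.630 to 0.640. The latter was 0.713 at 5 reads and 0.680 at 20 reads. Anchor minus flank in WGBS was -0.0600 points with 5-kb loops, -3.29 points with 25-kb loops and -2.99 points without bins of very high depth, an alternative chosen after seeing the data. As a percent of the flank level and without these bins, also chosen after seeing the data, the difference of anchors minus flanks between the groups turned to -1.16 (permutation test, p = 0.00061). The read-pair correlation was 0.252 with 5-kb loops, 0.148 with 25-kb loops and 0.150 without loops over 2 Mb, the last one chosen after seeing the data. Except where fewer bins or promoters were tested, the cause was not tested. Depth limited the promoters that could be tested: with main settings 692 of 22350 had enough calls.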

Other observations

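The tests with random splits of the libraries were chosen only after the result was seen, while those on shared sequence were chosen after seeing the data but before their result was seen.

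Single cells varied widely within each group. Naive cells had a median level of 19.07% (mean 22.2% ± 12.4, SD, n = 43 cells), with the highest at 57.9%, and primed cells a median of 62.4% (mean 62.2% ± 11.8, SD, n = 103 cells), with the lowest at 18.2%. The cells of series C had the largest SD among the primed series, 15.1 points (n = 48) with a median of 73.0%, against 6.86 points (n = 35) in series A and 5.14 points (n = 20) in series B. The library in no group, titled naive with a serum culture label, had a level of 34.3% (95% Wilson interval 34.26 to 34.4%, counting error only) over 1685371 calls, and its 4 cells lay between 22.03 and 52.1%.

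The 7 bins of 100 kb that did not pass the test of the fall were the one of Shroom4 on X (45.8 to 34.4%), the one of Vmn2r121, a pheromone receptor gene, on X (56.3 to 46.2%), the one of Rcn2 and Rfpl3s on chromosome 9 (41.4 to 26.6%), the one of the odorant receptor gene Olfr725 on chromosome 14 (28.3 to 23.4%), the one of Gm4362 on chromosome 7 (51.9 to 38.8%) and those without genes on chromosomes 6 (37.1 to 26.9%) and X (4.80 to 1.03%). Of the 5 bins with very high depth, the one on chromosome 17 (39900001 to 40000000) was low in both groups, at 3.13% in primed and 1.20% in naive libraries, while the one on chromosome 2 (98500001 to 98600000) stood at 76.4 and 52.1%. The deposited table of window pairs held 593 pairs with a median correlation of 0.395, of which 428 lay above 0. These correlations ran from -1 to 1. The number of pairs given for each had a median of 6, from 3 to 277, so most single values are very uncertain. The second correlation of this table, whose meaning is not stated, had a median of -9.77e-05.

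Chance is an unlikely source of the bins past the threshold relative to the genome, where the level of each library is taken out. The offset left the median bin at a log odds of -0.0990, so other splits may carry the rest of the level difference as spread. Of 100 splits of the 37 libraries into groups of the same sizes, the real one included, only 1, the real one, gave as many (1078, at most 14 in the other splits). The real split also gave the most bins without that step (22840, at most 0), promoters (35, at most 2) and promoters relative to the genome (67, at most 1). These counts decide nothing on chance, since the groups do not overlap in level and each other split carries their difference as spread, as it does with the level taken out at the 52 of 67 promoters under 5% in both groups. The splits do not separate group from library series.

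In 678 of 3436 loops (19.7%) both anchors shared sequence, against 55 control pairs (1.60%), and reads placed on the wrong copy could make anchors look alike or join bins far apart. The tables argue against this as the whole cause of either concordance. Without these loops the anchors correlated with r = 0.324, above the highest control set at 0.176, and the read pairs within loops with r = 0.116, above the highest shuffle at 0.0292 (p = 0.001 for each, the smallest they can give). What share of the remaining correlation comes from shorter shared sequence was not tested, and the design names no group against which a biological explanation could be set.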
